A study of Mus musculus with 9 samples.

How the data were processed

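Poly(A) RNA libraries of mouse brain tumor stem cells were grouped by the labels into control, sgRNA1 KO and sgRNA2 KO, with 3 libraries each. Per the submitters' processing notes, STAR 2.4.1d, featureCounts and DESeq2 were used with build mm10, and no annotation release was stated. The deposited table holds 1 score per gene and library, which the authors made by scaling read counts with 1 factor per library and rounding to whole numbers. This unit was inferred from the values, whose gaps and steps fit counts multiplied by a single factor. The fitted factors ran from 0.9366 to 1.0930, and that of sgRNA2 KO replicate 1 was uncertain between 0.9900 and 1.0024. The totals per library were 39781901 to 42975283, so counting error is small for all but genes with low counts. The table has 21899 genes, the lowest with a sum of 10 over the 9 libraries. Of these, 21817 (99.6%) matched GENCODE M21, which gave positions, exon overlaps, GC content and length. Guide sites were found by exact match in the main Gpd1 transcript.

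Values were transformed as log2(value + 1), and the 15827 genes with a mean of at least 10 over the 9 libraries were tested. Because of the added 1, fold changes of genes with low counts are understated. The test was limma 3.58.1 (R 4.3.3) with a mean-variance trend, two-sided, with Benjamini-Hochberg adjusted p under 0.05. KO against control used 2 groups (6 and 3 libraries), and the comparisons of each guide with control and between guides used 1 fit with 3 groups. Raw counts were not used here, so count-based tests were not run. The shared controls were handled by 100 simulations of unchanged groups, since 3 controls are too few to divide. Gpd1 was also tested by an exact permutation of its mean over the 84 splits into 6 and 3.

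For gene lists, 33 were fixed before the data were examined, and the 31 with at least 5 tested members were tested with camera at a preset correlation of 0.01, adjusted over the lists. They were also run with a correlation estimated from the data, with fry (12 called) and with an exact permutation of list means (10 called, smallest p possible 0.0119). The fry test asks whether the members of a list move one way on balance, without comparing them with other genes. The number of members that passed was counted over all genes tested and, again, adjusted over the list alone. The other cell type lists were microglia, endothelial, pericyte and ependymal markers.

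The genes named were chosen by a rule fixed before the data were examined. It took Gpd1, Gpd1l and Gpd2, then the 12 largest rises and 12 largest falls in KO against control that passed the test. These needed a mean of at least 50 in the higher group, no overlap between the groups, and a symbol that is not a predicted gene, clone, pseudogene or small RNA. For each guide and between guides it took 4 rises and 4 falls, or, where none passed, the 3 with the smallest p each way. From each list it took up to 2 members that rose and 2 that fell, or the 2 with the highest mean. Genes named outside the rule are said to have been chosen after their values were seen.

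The pipeline was tested on simulated data with 100 genes changed 2-fold and 100 changed 4-fold. KO against control recovered 44 at 2-fold and 74 at 4-fold and called 2 unchanged genes. For sgRNA1 it recovered 36 and 67 with 23 unchanged called, for sgRNA2 36 and 66 with 22, and between guides 48 and 69 with 71. Of 31 lists shifted by 0.5, 30 were called. Ratios with 3 counts or fewer in a group carry a 95% Clopper-Pearson interval, and a group at 0 was given a floor of 3 counts per library.

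Alternatives tried were pseudocounts of 0.5 and 5, no filter and a stricter filter, quantile normalization, median-of-ratios rescaling, variance weights per group, a replicate block, only the 6 libraries compared, and each library left out in turn. Added after the data were seen were a GC content and length correction, both doubted libraries left out, chromosome 11 genes left out, and the permutation of list means. Figures and tables used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.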

Results

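Poly(A) RNA was sequenced from mouse brain tumor stem cells (BTSC) in 9 libraries, which fell into 3 groups of 3. The control group held BTSC libraries, and the other groups held BTSC in which Gpd1 had been targeted with Cas9 and either sgRNA1 or sgRNA2. Gpd1 encodes the cytosolic glycerol-3-phosphate dehydrogenase, which interconverts dihydroxyacetone phosphate and glycerol-3-phosphate. Per the labels, the knockout (KO) cells were selected with puromycin and grown from single-cell colonies. The labels do not say whether the control libraries came from picked colonies. The deposited normalized read counts summed to between 39781901 and 42975283 per library. Gene levels were less variable among the controls than among KO libraries. The median SD on the log2 scale was 0.086 in control, 0.323 in sgRNA1 KO and 0.344 in sgRNA2 KO (n = 3 each). The main limma fits treated the libraries of all groups alike as independent replicates. If the controls are repeat cultures of 1 line, they carry no variation between colonies, and the p-values do not allow for this. Across genes, sgRNA1 KO replicate 3 and sgRNA2 KO replicate 1 were the most alike of the KO libraries (r = 0.991, against 0.950 to 0.983 for other KO pairs). Both lay nearer the controls (r from 0.962 to 0.972) than the other 4 KO libraries did (0.909 to 0.945).

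The guide sgRNA1 (AAAGTCTGCATTGTCGGCTC) matched the plus strand of chromosome 15 of mm10 from 99717620 to 99717639, in exon 1 of the 8 exons of Gpd1, with the PAM TGG. The guide sgRNA2 (TGCATTGCTACCCACGATCT) matched the minus strand from 99718169 to 99718188, in exon 2, with the PAM TGG. Both sites lay in coding sequence.

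Gpd1 (ENSMUSG00000023019, chromosome 15, 99717515 to 99725005) had a normalized read count of 25836 ± 730 in control (SD, n = 3) and 9094 ± 7132 in KO (SD, n = 6). In sgRNA1 KO, replicate 1 stood at 12.8% of the control mean, replicate 2 at 5.21% and replicate 3 at 82.6%. In sgRNA2 KO, replicates 1 and 2 both stood at 41.8% and replicate 3 at 26.9%. All 6 KO libraries lay under all 3 controls. In limma, the pooled log2 fold change of -1.99 (SE 0.72) missed the threshold, with an adjusted p of 0.0516, while the two-sided exact permutation test over 84 splits gave p = 0.0476. With sgRNA1 the log2 fold change was -2.50 (SE 0.80, adjusted p = 0.0391 in limma) and with sgRNA2 it was -1.47 (adjusted p = 0.203 in limma), which missed. Without sgRNA1 KO replicate 3, the pooled limma value was -2.33 with an adjusted p of 0.0183; without sgRNA1 KO replicate 2 it was -1.53 (0.0401), and without sgRNA2 KO replicate 1 it was -2.13 (0.0497). It missed without control replicates 1, 2 and 3 (adjusted p = 0.117, 0.137 and 0.129), sgRNA1 KO replicate 1 (0.0892) or sgRNA2 KO replicates 2 and 3 (0.0618 and 0.0677). In the same build, Gpd1l lies on chromosome 9 from 114899341 to 114933987 and Gpd2 on chromosome 2 from 57237635 to 57370719. Exons of Gpd1 overlap those of Gm16537 on the opposite strand.

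Gpd1l, which encodes a related glycerol-3-phosphate dehydrogenase, rose from 5112 ± 195 in control (SD, n = 3) to 7143 ± 562 in KO (SD, n = 6). Its log2 fold change in limma was 0.48 (SE 0.09, adjusted p = 0.00496), and it was higher in 6 of 6 KO libraries. Gpd2, the mitochondrial glycerol-3-phosphate dehydrogenase, stood at 9985 ± 92 in control (SD, n = 3) and 7333 ± 1910 in KO (SD, n = 6). Its log2 fold change of -0.49 (SE 0.20) missed the threshold in limma (adjusted p = 0.0779).

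**Figure D1:**
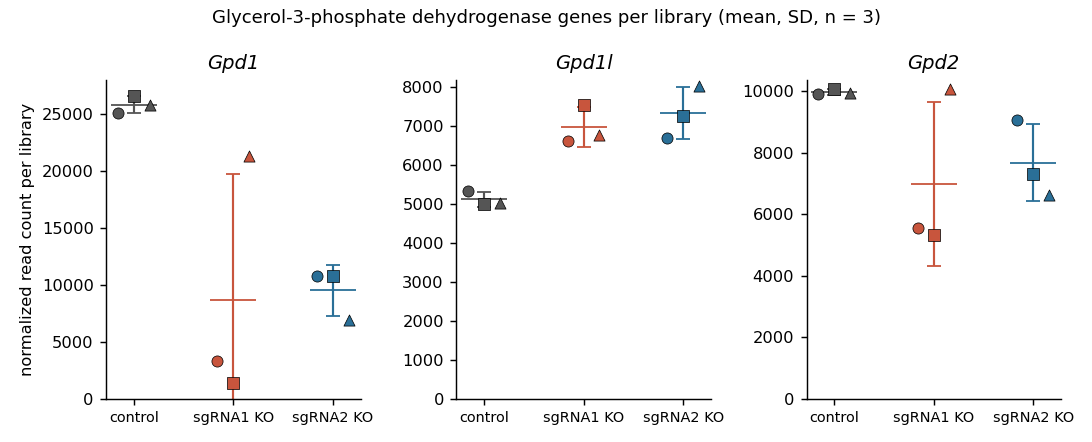
Normalized read count per library of Gpd1, Gpd1l and Gpd2 in control, sgRNA1 KO and sgRNA2 KO; horizontal bars are means, vertical bars are SD (n = 3), and the axes start at 0, where the lower SD bar of Gpd1 in sgRNA1 KO ends. Gpd1 in sgRNA1 KO replicate 3 stood at 21351, against 25106 to 26566 in the controls.

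The comparison of the 6 KO libraries with the 3 controls asked which genes differed with both guides pooled. It does not require a change with each guide. The largest rises included Actc1, the cardiac actin gene, which went from 11 ± 9.17 (SD, n = 3) to 2553 ± 2483 (SD, n = 6). The transcription factor gene Osr2 rose from 3 ± 2 to 236 ± 50.8, and Rph3a, which encodes rabphilin of synaptic vesicles, rose from 18.3 ± 3.22 to 958 ± 561. The largest falls included Col6a1, a chain of type VI collagen, from 399 ± 36.2 to 7.17 ± 8.21, and Ociad2, from 1273 ± 142 to 45.2 ± 44.0. Cav1, the caveolin-1 gene of plasma membrane caveolae, fell from 107 ± 10.6 to 4 ± 4.94, and Nnat, the imprinted neuronatin gene, fell from 4521 ± 486 to 241 ± 302. Actc1 (ENSMUSG00000068614) lies on chromosome 2 from 114047282 to 114053548, and Col6a1 (ENSMUSG00000001119) on chromosome 10 from 76708792 to 76726168.

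The 12 largest rises included those of Actc1, Rnase1, Osr2, Gsg1l, Syndig1l, Rph3a, Cox8b, Gpr37, Pdgfd, Esx1 and Mybpc1, with log2 fold changes from 4.99 to 7.26 and adjusted p in limma from 3.35e-05 to 0.00241. The 12 largest falls were those of Col6a1, Ifi202b, Itpripl2, Slfn8, Ifi203, Fam19a2, S100a10, Ociad2, Cav1, Ptprn, Spp1 and Nnat, with log2 fold changes from -6.15 to -4.81 and adjusted p in limma from 6.45e-05 to 0.0169. Each was higher, or lower, in 6 of 6 KO libraries, which the rule for choosing these genes required. S100a10 missed the threshold without control replicate 1 (adjusted p = 0.0536), control replicate 2 (0.0647) or control replicate 3 (0.0595). The controls held 2 counts of Rnase1 in all, so its ratio of KO to control was 223 (95% Clopper-Pearson interval 61.6 to 1.85e+03). This interval covers counting error only. Ifi202b, Ifi203 and Slfn8 belong to families of similar genes, and exons of Ifi203 overlap those of Mndal on the same strand, so reads could not be assigned to them with certainty.

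In limma, 6227 of the 15827 genes tested passed an adjusted p of 0.05, with 3026 higher and 3201 lower in KO. At least a 2-fold change was seen for 1487 of the higher and 1390 of the lower genes. For 7095 genes (44.8%) the KO and control values did not overlap, against 2.4% by chance. The limma count of 6227 became 3904 without control replicate 1, 2777 without control replicate 2 and 3006 without control replicate 3.

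Gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01, and 8 of the 31 lists tested passed. None of them passed with a correlation estimated from the data (smallest adjusted p = 0.217). Of the 8, proliferation missed in the fry test (adjusted p = 0.0595), and proliferation (0.0738), astrocyte markers (0.0738) and oligodendrocyte markers (0.0615) missed in the exact permutation of list means. Of the lists that camera did not call, 5 passed in both of those tests: glycerolipid synthesis (adjusted p = 0.00130 in fry), phospholipid synthesis (0.00130), cell cycle inhibitors (4.64e-05), signaling targets (0.00130) and ependymal markers (0.0160), each at 0.0369 in the permutation. With quantile normalization camera called 12 lists, adding glycerolipid synthesis (adjusted p = 0.0320), phospholipid synthesis (0.0171), oxidative phosphorylation (0.0171) and immediate-early genes (0.0488). Other splits of the 9 libraries into 6 and 3 gave as many called lists in 58 of 84 cases, the real one included, so the number of lists called did not set the KO grouping apart from other groupings.

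Genes of proliferation were lower in KO, with 23 of 34 members fallen and 0 risen (32 fallen adjusted over the list alone) and a median log2 fold change of -1.48. Ccne2, the cyclin E2 gene, fell from 2755 to 570 (log2 -2.65, SE 0.57), and Kif23, a kinesin gene of cytokinesis, fell from 4450 to 1436 (log2 -1.78, SE 0.39). The camera adjusted p was 8.24e-07 (adjusted p = 0.700 with an estimated correlation). The list mean per library was -2.50, -2.80 and -0.58 in sgRNA1 KO and -0.61, -1.85 and -1.20 in sgRNA2 KO. Among cell cycle inhibitors and quiescence genes, 9 of 21 rose and 1 fell, which camera did not call (adjusted p = 0.173). The antiproliferative genes Btg2 (log2 2.22, SE 0.24) and Btg1 (log2 1.42, SE 0.25) rose, and Gas2l1 fell (log2 -0.40, SE 0.13).

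Extracellular matrix and mesenchymal genes were lower in KO, with 13 of 28 fallen and 1 risen (16 and 3 adjusted over the list alone) and a median of -0.87. Fn1, the fibronectin gene, fell from 11026 to 1786 (log2 -2.66, SE 0.21), and the calcium-binding protein gene S100a6 fell from 227 to 10.8 (log2 -4.42, SE 0.44). Timp3, a metalloproteinase inhibitor gene, rose (log2 1.16, SE 0.31). The camera adjusted p was 0.000316 (adjusted p = 0.217 with an estimated correlation). The list mean lay between -1.43 and -1.04 in all 6 KO libraries.

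Genes of endoplasmic reticulum folding stress were lower, with 13 of 20 fallen and 0 risen (14 fallen adjusted over the list alone), a median of -0.73 and an adjusted p of 8.51e-05 (adjusted p = 0.332 with an estimated correlation). Pdia3, a disulfide isomerase gene, fell from 32474 to 16289 (log2 -1.01, SE 0.12), and Creld2 fell from 2894 to 1250 (log2 -1.23, SE 0.15). Heat shock genes had 7 of 11 fallen and 0 risen, a median of -0.65 and an adjusted p of 0.0141 (adjusted p = 0.424 with an estimated correlation). The chaperone gene Hsp90aa1 fell from 8205 to 2754 (log2 -1.66, SE 0.28) and Hsph1 from 10664 to 5107 (log2 -1.09, SE 0.18). Cytosolic ribosomal protein genes had 15 of 30 fallen and 0 risen (16 fallen adjusted over the list alone), a median of -0.40 and an adjusted p of 1.05e-05 (adjusted p = 0.473 with an estimated correlation). Rpl10 (log2 -1.17, SE 0.17) and Rps18 (log2 -1.08, SE 0.16) were among them, and ribosomal protein genes share sequence with processed copies elsewhere in the genome.

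Astrocyte markers were higher, with 7 of 16 risen and 0 fallen (8 risen adjusted over the list alone), a median of 1.02 and an adjusted p of 0.00765 (adjusted p = 0.700 with an estimated correlation). Glul, the glutamine synthetase gene, rose from 10872 to 54894 (log2 2.26, SE 0.27), and the glutamate transporter gene Slc1a2 rose from 2765 to 16263 (log2 2.51, SE 0.33). The list mean per library was 2.25, 1.80 and 0.40 in sgRNA1 KO and 0.55, 1.11 and 1.18 in sgRNA2 KO. Oligodendrocyte lineage markers had 5 of 12 risen and 1 fallen (6 and 1 adjusted over the list alone), a median of 1.42 and an adjusted p of 0.0137 (adjusted p = 0.424 with an estimated correlation). Their list mean was 0.28 in sgRNA1 KO replicate 3, near control replicate 1 at 0.25, and 1.04 to 1.94 in the other 5 KO libraries. Cspg4, the NG2 proteoglycan gene of precursors, rose from 755 to 2005 (log2 1.40, SE 0.17), Cnp rose from 4601 to 14619 (log2 1.62, SE 0.26), and the myelin gene Cldn11 fell from 137 to 33.7 (log2 -2.02, SE 0.32). Neural and glioma stem cell markers moved both ways, with 5 of 24 risen and 5 fallen (adjusted p = 0.970): the Notch target Hes5 (log2 2.33) and Pax6 (log2 0.57) rose, while Cd44 (log2 -1.51) and Vim (log2 -0.93) fell. Neuron markers had 3 of 15 risen and 0 fallen (adjusted p = 0.114). Among the signaling targets of Notch, Wnt, Bmp and Hedgehog, 9 of 19 rose and 2 fell (adjusted p = 0.0550). Of axon guidance and cell adhesion genes, 8 of 32 rose and 4 fell (adjusted p = 0.439).

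Fatty acid oxidation was the metabolic list that camera called, with 13 of 22 members risen and 0 fallen, a median of 0.53 and an adjusted p of 8.51e-05 (adjusted p = 0.332 with an estimated correlation). The thiolase gene Acaa1a rose from 1012 to 1921 (log2 0.91, SE 0.14), and Acads, a short-chain acyl-CoA dehydrogenase gene, rose from 2344 to 3606 (log2 0.61, SE 0.12). Of the glycerol-3-phosphate and glycerolipid synthesis genes, 11 of 24 rose and 2 fell (adjusted p = 0.0769). The lipase gene Pnpla2 rose (log2 0.66, SE 0.12), and Lpin3, a phosphatidate phosphatase gene, fell from 845 to 109 (log2 -3.12, SE 0.43). Phospholipid synthesis and turnover had 11 of 28 risen and 4 fallen (adjusted p = 0.0550), with Pld1 (log2 0.94) risen and Lpcat4 (log2 -0.89) fallen.

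Glycolysis and lactate genes had 4 of 22 risen and 5 fallen (adjusted p = 0.302). The phosphofructokinase genes went opposite ways, with Pfkm risen from 4945 to 9034 (log2 0.86, SE 0.13) and Pfkp fallen from 2281 to 259 (log2 -3.20, SE 0.31). In the tricarboxylic acid cycle, 4 of 22 rose and 0 fell (adjusted p = 0.950), and pyruvate carboxylase (Pcx) rose from 1959 to 7162 (log2 1.77, SE 0.30). Oxidative phosphorylation had 8 of 43 risen and 1 fallen (adjusted p = 0.144), and mitochondrially encoded genes had 1 of 7 risen (adjusted p = 0.327). The malate-aspartate shuttle had 1 of 8 fallen (adjusted p = 0.482), and the pentose phosphate pathway and NADPH list had 3 of 11 fallen (adjusted p = 0.177). Cholesterol synthesis had 1 of 23 fallen (adjusted p = 0.157), and fatty acid synthesis had 3 of 20 risen and 2 fallen (adjusted p = 0.841).

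Of hypoxia response genes, 5 of 22 rose and 4 fell (adjusted p = 0.716). The amino acid and integrated stress response had 1 of 28 risen (adjusted p = 0.950), and its list mean was 2.35 in sgRNA2 KO replicate 3 against -1.07 to 0.10 in the other KO libraries. The p53 targets had 2 of 21 risen and 5 fallen (adjusted p = 0.114), and interferon response genes had 6 of 24 risen and 2 fallen (adjusted p = 0.321). Antigen presentation had 2 of 16 risen and 3 fallen (adjusted p = 0.482), and immediate-early genes had 1 of 17 risen and 7 fallen (adjusted p = 0.0952). For other cell types, endothelial markers had 2 of 7 fallen (adjusted p = 0.581), and ependymal and cilia markers had 2 of 12 risen and 6 fallen (adjusted p = 0.174). The microglia and macrophage list, with 2 members tested, and the pericyte and fibroblast list, with 4, were too small to test.

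For lists that camera did not call, the counts adjusted over the list alone were 12 risen and 3 fallen in glycerolipid synthesis, 4 and 7 in glycolysis, 7 and 1 in oxidative phosphorylation, 3 and 1 in fatty acid synthesis, 9 and 2 in cell cycle inhibitors, 5 and 6 in hypoxia response, 5 and 2 in interferon response, 7 and 4 in axon guidance, 1 and 0 in neuron markers, and 0 and 1 in endothelial markers. They were 0 and 0 in the malate-aspartate shuttle, cholesterol synthesis, the integrated stress response and mitochondrially encoded genes, and the remaining tested lists kept the counts given over all genes. In the tricarboxylic acid cycle the median was -0.07, the mean 0.01 and the camera direction up, and in the stem cell markers the median was -0.05, the mean 0.09 and the direction up.

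**Figure D2:**
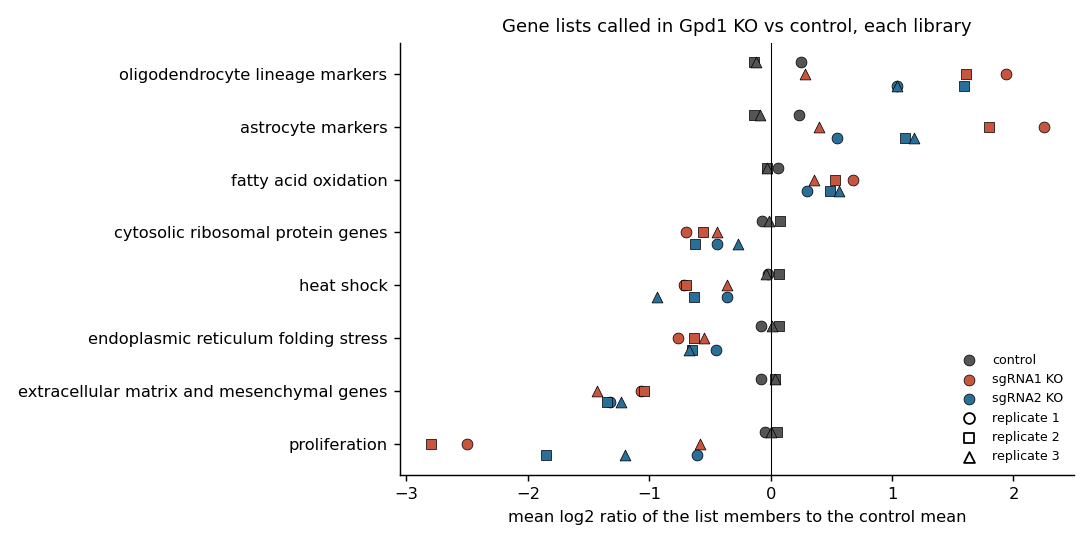
Mean log2 ratio of each called list's members to the control mean, with one point per library; color gives the group and shape the replicate. For proliferation, the KO libraries ranged from -2.80 to -0.58, and for extracellular matrix and mesenchymal genes from -1.43 to -1.04.

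Each guide was also compared with the same 3 controls. With sgRNA1, Actc1 (log2 7.63, SE 1.17), Rnase1, Gsg1l (log2 6.48, SE 0.57) and Osr2 rose most, and Ifi202b, S100a10, Col6a1 and Itpripl2 fell most. With sgRNA2, Actc1 (log2 6.89, SE 1.17), Osr2 and Rnase1 were among the genes that rose most, and Col6a1, Ifi202b, Ociad2 and Ifi203 fell most. The ratio of Rnase1 to control was 270 (95% interval 74.5 to 2.24e+03) with sgRNA1 and 176 (48.4 to 1.46e+03) with sgRNA2. Ifi203 had 0 counts in all 3 sgRNA2 KO libraries, which made it at least 25.1-fold lower than in control at a floor of 3 counts per library.

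In limma, 5699 genes passed with sgRNA1 (2713 higher, 2986 lower) and 3505 with sgRNA2 (1809 higher, 1696 lower). The 100 simulations of unchanged groups, with libraries drawn with replacement, gave a mean of 352.8 (95% between 0 and 4.42e+03) for sgRNA1. For sgRNA2 the mean was 385.7 (0 to 5.23e+03), and the real count lay inside this range. Such draws can hold the same library more than once, which lowers the spread within a group. The ranges therefore do not decide whether either count is ordinary for unchanged groups. The simulated ranges for genes shared by the guides, given below, have the same limit. Leaving out 1 library moved the sgRNA1 count to 2811 (control replicate 1), 1267 (control replicate 2), 1541 (control replicate 3), 1952 (sgRNA1 KO replicate 1) or 2348 (sgRNA1 KO replicate 2). It moved the sgRNA2 count to 1320, 643 or 688 (control replicates 1, 2 and 3), 1431 (sgRNA2 KO replicate 2) or 5480 (sgRNA1 KO replicate 3).

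Genes called in the same direction with both guides numbered 3053, of which 1586 were higher and 1467 lower, and 0 were called in opposite directions. Independent lists would share 310 higher and 320 lower genes, a number that leaves out the controls common to both comparisons. Simulated unchanged groups with shared controls gave a mean of 53.4 higher (95% between 0 and 155) and 53.7 lower (0 to 170). Across genes, which are not independent replicates, the log2 fold changes of the guides correlated with r = 0.908. Simulated unchanged groups set against shared controls gave a mean r of 0.133, and 95% of them lay between -0.712 and 0.844. The covariance was 0.877, against a simulated mean of 0.013 (95% between -0.130 and 0.149), and 87.0% of genes had the same sign, against 53.8% (22.4% to 83.7%). The difference in covariance was 0.864. The 3 controls were too few to divide between the guides, so part of the excess in shared calls may come from sharing them. The count of 3053 was 1185, 551 or 600 without control replicates 1, 2 and 3, 1769 or 1931 without sgRNA1 KO replicates 1 and 2, 4699 without sgRNA1 KO replicate 3, and 1294 without sgRNA2 KO replicate 2.

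**Figure D3:**
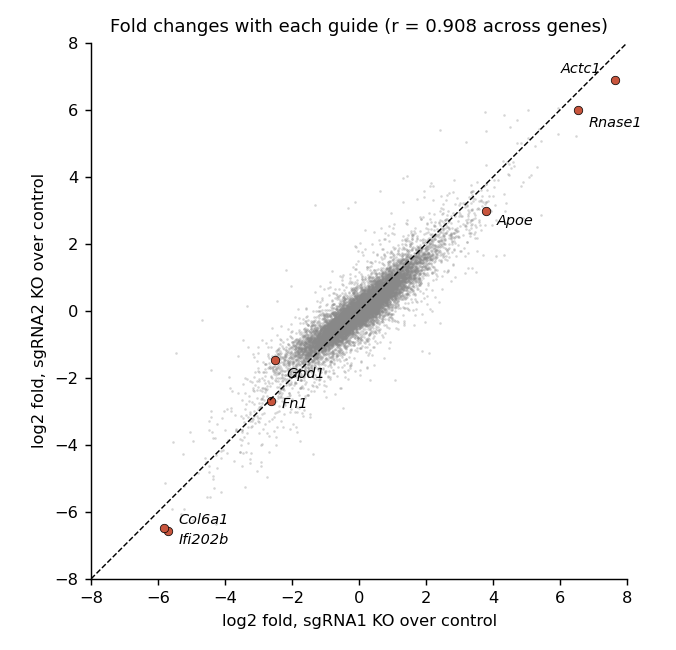
Log2 fold change over control of each gene tested with sgRNA1 (horizontal) and with sgRNA2 (vertical); the dashed line marks equal change. The values correlated across genes with r = 0.908, and Gpd1 lay at -2.50 and -1.47.

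The guides were compared with each other to ask whether their KO libraries differed. No gene passed in limma (0 called, smallest adjusted p = 0.762), and 474 genes had an unadjusted p under 0.05, against 791 expected by chance. A fit of the 6 KO libraries alone also called 0. The genes with the smallest p missed the threshold: Prss35, Ociad2 and Col16a1 had higher values with sgRNA1, and Tfpi, Mobp and Gng2 had higher values with sgRNA2. Gng2, a G protein gamma subunit gene, stood at 67.3 with sgRNA1, 1392 with sgRNA2 and 1399 in control. Tfpi, a coagulation inhibitor gene, stood at 40.3 with sgRNA1, 496 with sgRNA2 and 44 in control. Without sgRNA1 KO replicate 3, 182 genes passed, and 1 passed without sgRNA1 KO replicate 1 or without sgRNA2 KO replicate 1. On simulated data the same fit called 71 unchanged genes when 100 were changed 2-fold and 100 were changed 4-fold. It called 13 when 0 were changed.

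In sgRNA2 KO replicate 3, genes of chromosome 11 stood above those of other chromosomes, with a median log2 ratio to the control mean of 0.45 over 865 genes against -0.09 elsewhere. In the other KO libraries the median of chromosome 11 lay between -0.23 and -0.01.

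**Figure D4:**
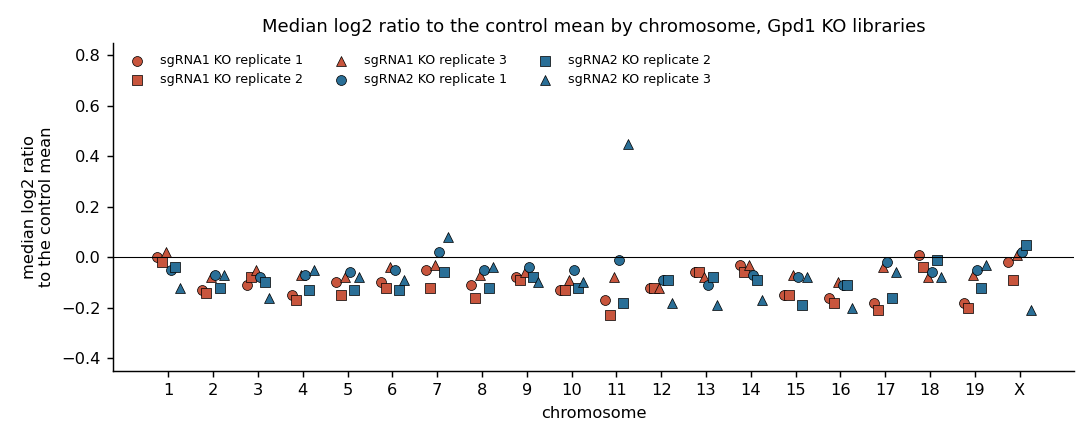
Median log2 ratio to the control mean (vertical) by chromosome (horizontal) in each KO library; color gives the guide and shape the replicate. Chromosome 11 stood at 0.45 in sgRNA2 KO replicate 3, and the other chromosomes of that library lay between -0.21 and 0.08.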

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

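The tests on chromosome 11, on sgRNA1 KO replicate 3 and on picked colonies, and the GC and length correction, were chosen after the result was seen; the splits of the libraries and the quantile normalization were planned before.

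Single libraries stood apart from the other 5 KO libraries by the gap to the nearest one. Gpr37 was 437 in sgRNA2 KO replicate 2 (others 37 to 79), and Fam19a2 was 1 in sgRNA2 KO replicate 3 (others 4 to 7). Nnat was 855 in sgRNA1 KO replicate 1 (others 76 to 174), and Fads1 was 26521 in sgRNA1 KO replicate 2 (others 20339 to 22441). In sgRNA2 KO replicate 3, the list mean of cell cycle inhibitors was 0.58 (others 0.42 to 0.47) and that of the integrated stress response 2.35 (others -1.07 to 0.10). In the same library, chromosome 11 had a median of 0.45 (others -0.23 to -0.01) and chromosome 12 one of -0.18 (others -0.12 to -0.09). Chance alone gives about 1 in 20: 4 of 120 genes stood apart (6.0 by chance), 2 of 33 lists (1.7) and 2 of 20 chromosomes (1.0).

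Between the guides, camera at its preset correlation called a difference for 6 lists: proliferation (adjusted p = 2.07e-07), integrated stress response (2.07e-07), astrocyte markers (0.00115), ribosomal protein genes (0.0167), oxidative phosphorylation (0.0169) and cholesterol synthesis (0.0432). With an estimated correlation 0 passed, and the adjusted p of all 6 was 0.954.

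The 6227 genes called in KO against control were set against all 84 splits of the libraries. Only the real split gave as many (1 of 84). This is p = 0.0119 in an exact test over the 84 splits, the smallest it can give. A random grouping is therefore unlikely at that level but not excluded. The highest other split reached 6019. That split takes sgRNA1 KO replicates 1 and 2 and sgRNA2 KO replicate 2 as the group of 3 and points to a structure among the KO libraries, and the next highest gave 4. After the GC and length correction 94.7% of the genes were still called in the same direction, and after quantile normalization 86.9%, which argues against either as the whole cause. Picking and selection of colonies cannot be told apart from the loss of Gpd1, because the labels name 0 libraries of picked colonies without a Gpd1 guide.

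For both guides together, 2 of 100 drawn splits, the real one included, gave as many shared genes (real 3053, highest other 3145). The 1 of 99 others that gave more has a 95% Clopper-Pearson interval that reaches 5.50%. That interval covers a share of 0.05, so the draw does not exclude chance at that share. For 1 guide against control, 10 splits are too few for a share under 0.05. The real counts were 5699 and 3505, and 0 was the highest other for each guide, with 1 split of the 10 as large. Between guides the real count was 0, which 10 of 10 splits reach by definition, so the splits decide nothing there; that another split of the KO libraries called 5220 points to a structure among them. For the lists, chance cannot be excluded: 58 of 84 splits called as many (real 8, highest other 17).

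Chromosome 11 in sgRNA2 KO replicate 3 lay 0.54 above the other chromosomes, which a scaling of the whole library forbids. After the GC and length correction the gap was 0.47, against 0.09 for the highest other chromosome, which argues against that bias. In 12 of 13 windows of 10 Mb the median lay above every other chromosome, so an extra copy of chromosome 11 in this colony may be a source. A copy added to a pair in every cell would give 0.58 in DNA. DNA was not used here, so this stays a hypothesis.

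Gpd1 mRNA in sgRNA1 KO replicate 3 stood at 82.6% of control. Over 3267 genes called without this library and changed at least 2-fold, its median position between controls (0) and the other KO libraries (1) was 0.63 (other KO libraries 0.58 to 1.32), and single controls lay between -0.08 and 0.10, which argues against a mislabelled control. Control cells mixed in at the lowest share needed, 70.1%, would keep every gene at or above that share of control, but 158 of the 12443 genes with a control mean of at least 50 stood below 17.5% of control, against 0 in each control library, which argues against them. This was the last of 4 versions of the test, each later one chosen after the results of those before: 2 used genes nearly absent in the other KO libraries (medians 1.21% and 2.26% of control, 4 genes each, under the 5 set for a verdict), and 1 lowered that minimum to 3 genes, which turned the verdict, and was taken back. An edit that left the mRNA intact, or no edit, stays open, as no reads over the guide site were used.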

How the results depend on the processing

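The GC and length correction, the run without both doubted libraries (sgRNA1 KO replicate 3 and sgRNA2 KO replicate 3), the run without chromosome 11 genes and the permutation of list means were chosen after the result was seen. Of 147 comparisons of the main results with an alternative, 113 stayed on the same side of the threshold or within 1.5 times the count, whichever genes or lists were called, 6 (all of Gpd1) came to pass the threshold, and 28 counts moved further; of 2381 comparisons for the 120 named genes, 2253 stayed on the same side, 110 no longer passed, 16 came to pass and 2 reversed. The reversals were of Mobp, not called in KO against control (0.18), at -0.03 with quantile normalization and -0.12 (without sgRNA2 KO replicate 2) to 0.44 with 1 library left out. Leaving out 1 library gave 2777 (without control replicate 2) to 7597 genes in KO against control, 1267 to 7900 with sgRNA1, 643 to 5480 with sgRNA2, 551 to 4699 with both guides, 0 to 182 between guides, 8 to 11 lists, and a Gpd1 value of -2.33 (without sgRNA1 KO replicate 3) to -1.53. Without both doubted libraries, 9685 genes were called with sgRNA1, 6510 with sgRNA2, 136 between guides and 5891 with both guides, and Gpd1 was -2.44 (adjusted p = 0.0218). Gpd1 also passed with variance weights per group (-2.0, adjusted p = 0.00375) and with the GC correction (-2.02, adjusted p = 0.0471); it missed in the reported fit (0.0516), and the cause was not tested. With an estimated correlation 0 lists were called, and the cause was not tested. Among the 8 lists called at the preset 0.01, the estimates ran from 0.02 (extracellular matrix) to 0.89 (proliferation). The extracellular matrix list thus missed (adjusted p = 0.217 in camera) with an estimate close to the preset value. Replicate numbers do not pair the libraries, since 2 libraries correlated best with their own number; with the replicate block, 5786 genes were called in KO against control. The 8 lists called were also called under every scaling, filter and left-out library, and other lists were gained under some: signaling targets, immediate-early genes, phospholipid synthesis, glycerolipid synthesis, oxidative phosphorylation, p53 targets, neuron markers and, without both doubted libraries, the integrated stress response. A count model was not run, since the values are scaled. Low counts limit Rnase1, with 2 control counts.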

Other observations

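The gene families and the correlations with Gpd1 were chosen after the result was seen, and 27 families named by symbol were looked at, with Fisher's exact test adjusted over 54 tests. Fisher's test counts genes as independent, and no test that allows for correlation between genes was run on the families. Its p-values therefore do not decide whether a family changed as a set. Among the fixed lists, camera called 8 at the preset correlation and 0 with an estimated one.

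Among histone genes (Hist), 19 of 27 passed as higher in KO and 0 as lower (adjusted p = 5.20e-07 in Fisher's test), and the rest missed. The median log2 fold change of all 27 was 1.35, 1.28 with quantile normalization and 1.32 with the GC correction. Hist1h1c, a linker histone gene, had a log2 fold change of 1.56 (SE 0.26) and Hist1h2bc one of 1.74 (SE 0.18). Similar copies share reads among histone genes. The libraries were of poly(A) RNA, so histone transcripts without a poly(A) tail were not measured, and the rise holds for polyadenylated transcripts only. Control means of the 27 ran from 2.67 (Hist1h2ad) to 3.82e+03 (Hist1h1c), so some members had low counts. Among cytochrome P450 genes (Cyp), 15 of 27 passed as higher and 0 as lower (adjusted p = 0.000728 in Fisher's test). Those that missed lay on both sides of 0, from Cyp2d22 at -0.74 to Cyp4f40 at 1.03. The median of all 27 was 1.03, 0.81 with quantile normalization and 0.98 with the GC correction. Cyp4f15, a fatty acid hydroxylase gene, had a log2 fold change of 3.12 (SE 0.33). Gpr genes had 17 of 45 higher and 4 lower (adjusted p = 0.0379), with a median of 0.54, 0.46 with quantile normalization.

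Other families missed the adjusted threshold. Genes taken as collagens by symbol (Col, Col4a3bp included) moved both ways, with 9 of 30 higher and 8 lower and a median of 0.45. The extracellular matrix list had 13 of 28 fallen and 1 risen, and the difference between the sets was not tested. Beta protocadherins had 9 of 22 higher and 0 lower (adjusted p = 0.102), and annexins had 5 of 8 lower (adjusted p = 0.0914), among them Anxa2 at -3.92 (SE 0.67). Apoe, an astrocyte list member and lipoprotein gene chosen after its values were seen, had a log2 fold change of 3.38 (adjusted p = 0.00485).

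A hypothesis was that proliferation genes are lower where less Gpd1 mRNA is left. Across the 6 KO libraries Pearson's r was 0.88 (exact permutation p = 0.0167, adjusted 0.0668 over 8 lists) and Spearman's rho 0.90 (exact permutation p = 0.0278). It fell to 0.47 without sgRNA1 KO replicates 1 and 2, so it rests on those libraries, and 19.6% of all genes correlated with the list as strongly. The relation may hold, but the 6 libraries leave it open. The same hypothesis for extracellular matrix genes was not borne out: r was -0.97 (exact permutation p = 0.00278, adjusted 0.0222), rho -0.99 (exact permutation p = 0.00556) and r -0.97 without the same libraries, the opposite sign. For this list the share of all genes that correlated as strongly was 0.3%.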
